# Suppression of genetic recombination in the pseudoautosomal region and at subtelomeres in mice with a hypomorphic *Spo11* allele

**DOI:** 10.1186/1471-2164-14-493

**Published:** 2013-07-22

**Authors:** Fatima Smagulova, Kevin Brick, Yongmei Pu, Uttara Sengupta, R Daniel Camerini-Otero, Galina V Petukhova

**Keywords:** Homologous recombination, Recombination hotspots, SPO11, Subtelomeres, Double stranded DNA breaks

## Abstract

**Background:**

Homologous recombination is the key process that generates genetic diversity and drives evolution. SPO11 protein triggers recombination by introducing DNA double stranded breaks at discreet areas of the genome called recombination hotspots. The hotspot locations are largely determined by the DNA binding specificity of the PRDM9 protein in human, mice and most other mammals. In budding yeast *Saccharomyces cerevisae*, which lacks a *Prdm9* gene, meiotic breaks are formed opportunistically in the regions of accessible chromatin, primarily at gene promoters. The genome-wide distribution of hotspots in this organism can be altered by tethering Spo11 protein to Gal4 recognition sequences in the strain expressing Spo11 attached to the DNA binding domain of the Gal4 transcription factor. To establish whether similar re-targeting of meiotic breaks can be achieved in PRDM9-containing organisms we have generated a *Gal4BD-Spo11* mouse that expresses SPO11 protein joined to the DNA binding domain of yeast Gal4.

**Results:**

We have mapped the genome-wide distribution of the recombination initiation sites in the *Gal4BD-Spo11* mice. More than two hundred of the hotspots in these mice were novel and were likely defined by Gal4BD, as the Gal4 consensus motif was clustered around the centers in these hotspots. Surprisingly, meiotic DNA breaks in the *Gal4BD-Spo11* mice were significantly depleted near the ends of chromosomes. The effect is particularly striking at the pseudoautosomal region of the X and Y chromosomes – normally the hottest region in the genome.

**Conclusions:**

Our data suggest that specific, yet-unidentified factors influence the initiation of meiotic recombination at subtelomeric chromosomal regions.

## Background

Homologous recombination is initiated by the generation of DNA double stranded breaks (DSBs) by the SPO11 protein [1]. Subsequent repair of these breaks culminates in the formation of crossing overs (COs) between homologous chromosomes that, in turn, are required for faithful chromosomal segregation [2,3]. Failure to produce at least one CO per chromosome pair leads to meiotic arrest or to the formation of aneuploid gametes [4-6]. In mammalian males, the X and Y chromosomes face a particular challenge since they share only a very short homologous area called the pseudoautosomal region (PAR). Accordingly, numerical abnormalities of sex chromosomes collectively represent the most common human aneuploidies [6].

The SPO11 protein has two major isoforms that have different expression patterns [7-11]. The beta isoform appears early and maintains a relatively constant level throughout the first meiotic prophase [11]. This form is sufficient for the production of the majority of meiotic DSBs [12]. Expression of the alpha isoform in males predominantly occurs in late prophase, beginning in early pachynema [11], and lack of SPO11α correlates with a reduction in the number of late-forming DSBs in the PAR [12]. Since mice expressing only the SPO11β isoform are also deficient in X/Y synapsis SPO11α is thought to be specifically required for efficient recombination in the PAR [12].

The majority of meiotic DSBs are formed at discreet areas of the genome called recombination hotspots [13-16]. In mice and human the hotspot locations are determined by the sequence specificity of the DNA binding domain of the PRDM9 protein [17-19]. This domain is highly polymorphic with different *Prdm9* alleles predicted to recognize dissimilar DNA sequences [18,20,21]. This leads to different hotspot locations in individuals carrying different *Prdm9* alleles (reviewed in [22]). The only hotspots that are shared between mouse strains with different *Prdm9* alleles, as well as with the *Prdm9* knockout mouse are found in the PAR and in the adjacent area [19], suggesting the existence of a *Prdm9*-independent DSB pathway. The PAR contains a large (~40 Kb) cluster of overlapping hotspots that collectively represent the hottest area of DSB formation in the mouse [23]. Such extensive DSB formation in the PAR is likely important to ensure that PAR undergoes an obligatory CO in every meiosis [24]. Although supporting evidence is not yet available, the DSB targeting to PRDM9-dependent hotspots could be explained, at least in principle, by a physical interaction between the DSB machinery and the PRDM9 protein (see [19] for discussion). However, the mechanisms that target DSBs to the PAR are not understood.

In this study we generate a *Gal4BD-Spo11* mouse carrying a hypomorphic *Spo11* allele that is deficient in the formation of DSBs in the PAR. This deficiency does not represent a specific defect in the PRDM9-independent DSB pathway, because PRDM9-dependent hotspots are also depleted in the region adjacent to the PAR in these mice. Furthermore, DSB reduction is also apparent at the subtelomeric regions of other chromosomes as well. Our data suggest that specific factors influence early steps of homologous recombination in subtelomeric regions including the PAR, and that the *Gal4BD-Spo11* mice have a specific defect that compromises the proper execution of the recombination program in these areas.

## Results and discussion

### Generation of the *Gal4BD-Spo11* knock-in mouse

The yeast Gal4 transcription factor binds to the promoters of several *S. cerevisiae GAL* genes through its N-terminal DNA-binding domain (reviewed in [25]). This domain recognizes the CGGN_11_CCG consensus sequence and, when attached to the yeast Spo11 protein, it is able to tether Spo11 to Gal4 recognition sites leading to the formation of Gal4BD-Spo11 specific recombination hotspots [26-28]. To evaluate if such tethering is possible in mice we used gene targeting in embryonic stem cells to introduce the DNA fragment coding for the DNA binding domain of the yeast Gal4 protein upstream of the start codon of the mouse *Spo11* gene (Additional file 1: Figure S1). The expression and correct splicing of the resulting gene was confirmed by sequencing PCR fragments generated from cDNA of the *Gal4BD-Spo11* homozygous (*Spo11*^*Gal/Gal*^) mice. We confirmed that both major isoforms of SPO11 – alpha and beta – were transcribed (data not shown). Nevertheless, testes of the *Spo11*^*Gal/Gal*^ mice were reduced in size and germ cells beyond the spermatocyte stage were absent (Figure 1A). Furthermore, no sperm was detected in the epididymus (Figure 1B) indicating that *Spo11*^*Gal/Gal*^ males were infertile. Similarly, *Spo11*^*Gal/Gal*^ ovaries were smaller than in wild type and showed a greatly diminished number of follicles (Figure 1C). Young *Spo11*^*Gal/Gal*^ females did produce progeny, however no viable litters have been obtained from mice older than 6 months, suggesting a premature cessation of fertility. Females carrying only one copy of the *Gal* allele and one *null* copy of *Spo11* (*Spo11*^*Gal/–*^) showed a further reduction in ovarian size, no visible follicles and an underdeveloped uterus, indicating that a single *Gal4BD-Spo11* allele is insufficient to maintain fertility (Figure 1C and data not shown).

**Figure 1:**
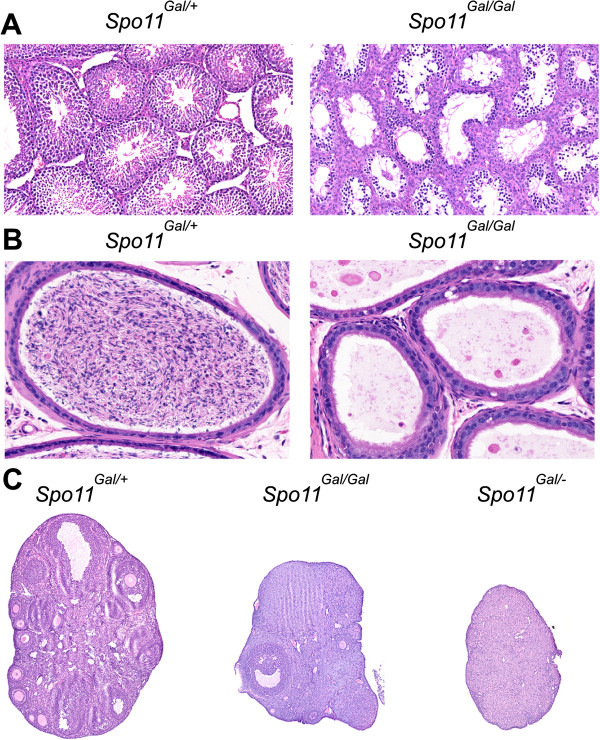
**The *Gal4BD-Spo11 *allele is insufficient to maintain normal fertility.** H&E-stained histological sections are shown. “Gal” indicates the *Gal4BD-Spo11* allele, “+” indicates the wild type allele and “–”indicates the null allele of the *Spo11* gene. **A**. Testes. Note the abundance of spermatocytes, but lack of spermatids in the seminiferous tubules of *Spo11*^*Gal/Gal*^ mice. **B**. Epididymus. Note the lack of spermatozoa in the *Spo11*^*Gal/Gal*^ mice. **C**. Ovaries. A few follicles are evident in the *Spo11*^*Gal/Gal*^ 3 month old females, but none in the *Spo11*^*Gal/-*^ mice.

### The number of meiotic DSBs is reduced in the *Spo11*^*Gal/Gal*^ mice

The yeast counterpart of the chimeric *GAL4BD-SPO11* gene complements the *SPO11*Δ mutation, indicating that the fusion Gal4BD-Spo11 protein is proficient at DSB formation [26]. To determine whether DSBs are formed in the *Spo11*^*Gal/Gal*^ mice we immunostained chromosomal spreads prepared from spermatocytes (Figure 2) or oocytes (Figure 3) with antibodies to the DMC1 protein, known to bind to the single stranded DNA tails of DSBs [29,30]. Although DMC1 foci were observed, their number was significantly reduced compared to wild type. Precise counting of DSBs is complicated by the dynamic nature of DSB formation and repair. While one can estimate the steady state level of DMC1 foci on each chromosomal spread, the DSBs that have already been repaired and the DSBs that have not yet formed will be under-counted. This problem is particularly pronounced when mutants with delayed or defective DSB repair are compared to wild type. To eliminate the effect of possible timing differences in the formation and/or repair of DSBs between *Spo11*^*Gal/Gal*^ and *Spo11*^*+/+*^ mice, we compared the number of DMC1 foci on a *Hop2*^*−/−*^ genetic background, i.e., in *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^*versus Spo11*^*+/+*^*Hop2*^*−/−*^ cells. The HOP2 protein is directly involved in the repair of meiotic DSBs [31-33], accordingly, *Hop2*^*−/−*^ mice undergo meiotic arrest at the stage when all DSBs are already produced but none are repaired [34]. Therefore, the analysis of the mutants on the *Hop2*^*−/−*^ background will reduce counting bias resulting from DSB formation/repair dynamics. We found that the number of DMC1 foci in *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^ spermatocytes was approximately 2 fold lower than that in the *Spo11*^*+/+*^*Hop2*^*−/−*^ spermatocytes (Figure 4). Moreover, in *Spo11*^*Gal/–*^ spermatocytes, where one *Gal* and one null allele of *Spo11* were present, the number of DMC1 foci was reduced even further – to approximately 1/6^th^ of the wild type level (data not shown). The reduction of the DSB number in *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^ females was more profound than in males, with only 1/4^th^ of the normal number of DMC1 foci being formed (Figure 4).

**Figure 2:**
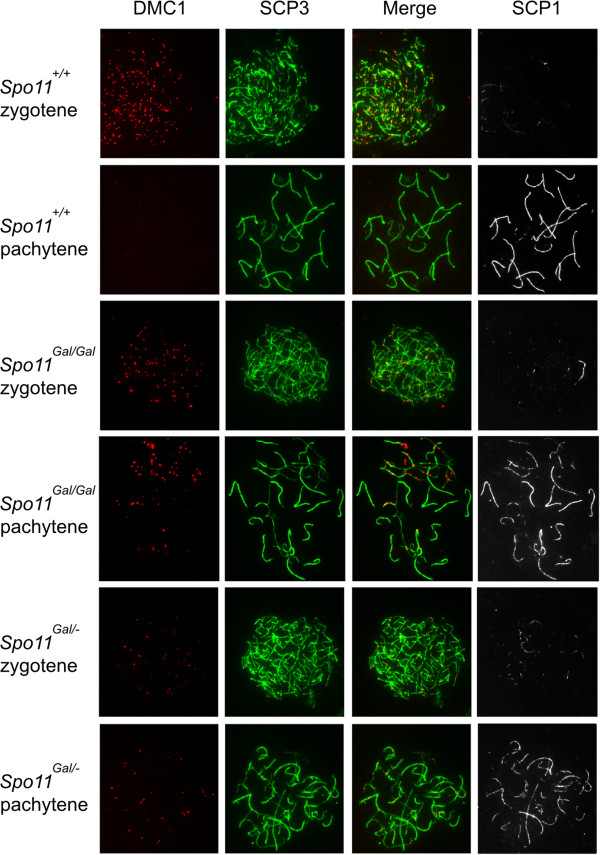
**The number of meiotic DSBs is reduced in *Gal4BD-Spo11 *males.** Chromosomal spreads from earlier (zygotene) and later (pachytene) stage spermatocytes were immunostained with antibodies to the DMC1 protein (red) to indicate the appearance and repair of DSBs in wild type mice and mice carrying one or two *Gal4BD-Spo11* alleles. Chromosome cores were stained with antibodies to the axial element component SCP3 (green), and progression of homologous synapsis was monitored with antibodies to the component of the central element of the synaptonemal complex SCP1 (white).

**Figure 3:**
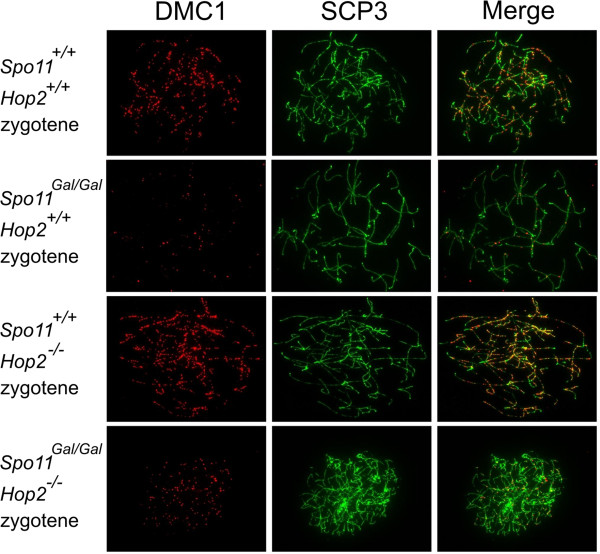
**The number of meiotic DSBs is reduced in *Gal4BD-Spo11 *females.** Chromosomal spreads from E15.5 ovaries were immunostained with antibodies to the DMC1 (red) and SCP3 (green) proteins.

**Figure 4:**
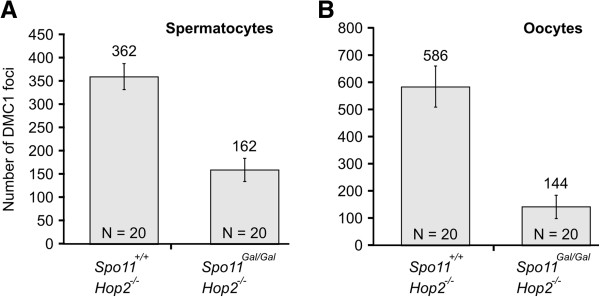
**Estimate of the number of meiotic DSBs in *Gal4BD-Spo11 *mice. A**. The number of DMC1 foci in spermatocytes. **B**. The number of DMC1 foci in oocytes. The number of analyzed cells is indicated within the bars. The foci were counted at late zygotene stage.

To understand what could be the reason for the reduced number of DSBs we examined the mRNA levels of the chimeric GAL4BD-SPO11 protein in testes and ovaries by quantitative PCR. *Gal4BD-Spo11* male mice undergo meiotic arrest (Figure 1A and see below) and do not produce spermatids, which normally account for a large fraction of the testis germ cell population. Therefore, the cell type composition in testes of the *Gal4BD-Spo11* and wild type mice is vastly different, creating a challenge for a meaningful comparison of gene expression levels. To minimize this difference we again employed *Hop2*^*−/−*^ mice, which undergo meiotic arrest at a similar stage [34] as the *Gal4BD-Spo11* mice. We found that the mRNA level of the GAL4BD-SPO11 protein in the *Gal4BD-Spo11* mice is significantly lower than the mRNA level of the SPO11 protein in wild type or in *Hop2*^*−/−*^ mice (Figure 5). More specifically, in *Gal4BD-Spo11* males, the level of the beta isoform was reduced 3.3 fold compared to that in *Hop2*^*−/−*^ mice, and the level of the alpha isoform was reduced 5.3-fold (Figure 5A). In *Gal4BD-Spo11* females the expression of the beta isoform was reduced 4.5 fold compared to wild type mice and the expression of the alpha isoform was reduced 3.8 fold (Figure 5B). These data indicate that the mRNA level of the chimeric GAL4BD-SPO11 protein is profoundly reduced and that the observed reduction in the number of introduced DSBs could be, at least in part, a consequence of this reduction. It is also conceivable that the addition of the Gal4 binding domain to the mouse SPO11 protein might compromise the activity of SPO11, contributing to the reduced DSB count in *Gal4BD-Spo11* mice.

**Figure 5:**
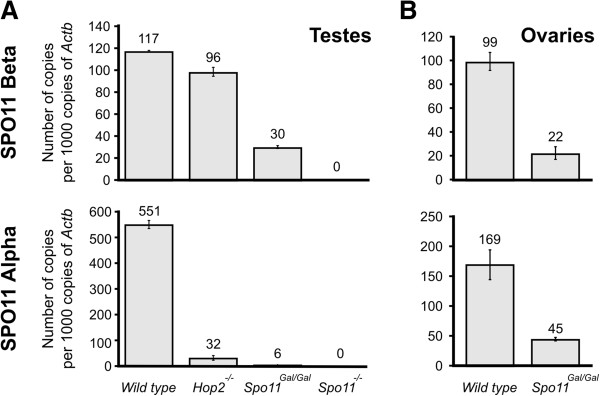
**The level of Gal4BD-SPO11 mRNA is reduced compared to wild-type SPO11 mRNA levels.** QPCR analysis of SPO11-β (top) and SPO11-α (bottom) mRNA levels in **(A)** testes and **(B)** ovaries. Note that in males the alpha isoform of SPO11 is expressed later than the beta isoform [11], resulting in drastic reduction of the alpha isoform mRNA levels in arrested *Hop2*^*−/−*^ and *Gal4BD-Spo11* spermatocytes.

### Homologous chromosome synapsis in *Spo*^*Gal/Gal*^ mice is incomplete

The formation of meiotic DSBs is followed by rapid phosphorylation of histone H2AX [35]. During break repair homologous chromosomes are brought together and align throughout their entire length within a proteinaceous structure called the synaptonemal complex (SC) (reviewed by [36]). This coincides with the disappearance of the phosphorylated H2AX (γH2AX) and subsequent localization of the MLH1 protein to the sites of crossovers [37]. We analyzed homologous synapsis in *Gal4BD-Spo11* spermatocytes by immunostaining the SCP1 protein, a component of the central element of the SC [38] (Figure 2). Although a number of chromosomes in *Spo11*^*Gal/Gal*^ spermatocytes appeared properly synapsed, no cells had undergone complete synapsis. A large fraction of chromosomes synapsed only partially or formed branched structures indicative of non-homologous synapsis. γH2AX staining was lost from those chromosomes that had undergone complete synapsis, indicating successful DSB repair (Figure 6). Partially synapsed and branched chromosomes retained substantial γH2AX staining. Synaptic defects were even more prominent in the *Spo11*^*Gal/–*^ spermatocytes, indicating that a further reduction in the number of DSBs further compromises homology search and homologous synapsis (Figures 2 and 6). Although some oocytes completed meiosis and resulted in a progeny, the majority showed defects in homologous synapsis. Nevertheless, unlike in spermatocytes (data not shown), MLH1 foci were evident in oocytes even when only a fraction of homologous chromosomes were successfully synapsed (Figure 7).

**Figure 6:**
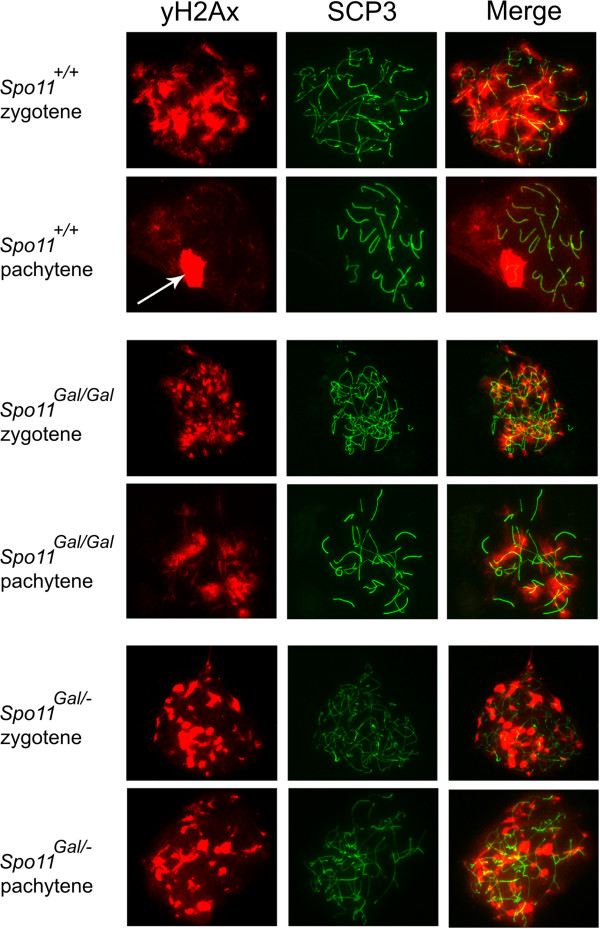
**DSB repair in *Gal4BD-Spo11 *spermatocytes is incomplete.** Chromosomal spreads from earlier (zygotene) and later (pachytene) stage spermatocytes were immunostained with antibodies to γH2AX (red) and SCP3 (green). Note the disappearance of γH2AX staining at homologously synapsed autosomes in later stage wild type and *Spo11*^*Gal/Gal*^ spermatocytes consistent with proper repair of DSBs. γH2AX persist in *Spo11*^*Gal/-*^ spermatocytes and on asynapsed chromosomes in *Spo11*^*Gal/Gal*^ spermatocytes. Sex body (white arrow) is evident in wild type, but not *Gal4BD-Spo11* spermatocytes.

**Figure 7:**
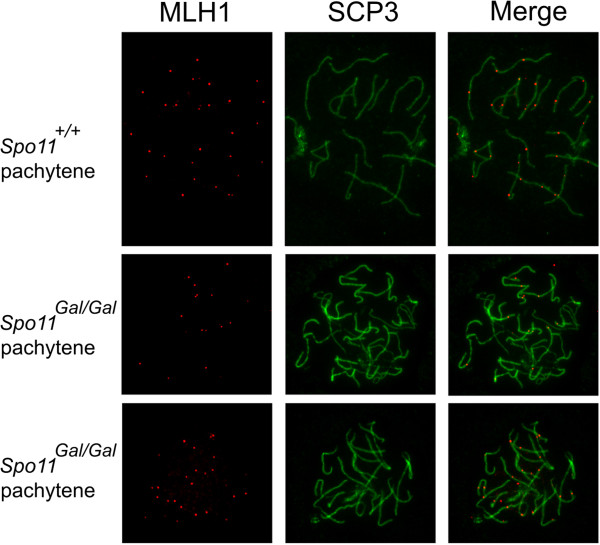
**MLH1 foci are formed in a fraction of *Spo11***^***Gal/Gal***^**oocytes.** Chromosomal spreads from E18.5 ovaries were immunostained with antibodies to MLH1 (red) and SCP3 (green). Note incomplete synapsis and consequent reduction in the number of MLH1 foci in *Spo11*^*Gal/Gal*^ oocytes.

The X and Y chromosomes synapse and recombine at the short region of homology within the PAR [24]. Unsynapsed parts of X and Y trigger transcriptional silencing of sex chromosomes associated with their assembly into a specialized chromatin domain called the sex or XY body (reviewed by [39-41]). At this stage the X/Y chromatin is decorated by a number of proteins including γH2AX. We found that a sex body was not assembled in the *Spo11*^*Gal/Gal*^ spermatocytes, as no area of dense and discrete γH2AX staining was observed (Figure 6). The failure of sex body formation and impairment of transcriptional silencing is common in recombination mutants with compromised DSB repair and homologous synapsis (reviewed by [42]). Transcriptional silencing of sex chromosomes is required for meiotic progression beyond the pachytene stage in males [42,43], potentially explaining the dimorphic phenotype (sterility of males and fertility or subfertility of females) in a number of mouse mutants with mild to moderate synaptic defects; e.g., *Sycp3*^*−/−*^[44,45], *H2AX*^*−/−*^[46], *Sycp2*^*−/−*^[47], *Dmc1*^*Mei11/+*^[48], *Brca1*^*Δ11/Δ11*^*p53*^*+/−*^[49], *Spo11β-only*[12]. Similar mechanisms are likely to be the reason for the dimorphic phenotype observed in *Gal4BD-Spo11* mice.

### The mouse GAL4BD-SPO11 fusion protein can target meiotic DSBs to Gal4 consensus binding sites

We have mapped the distribution of DSBs in the *Gal4BD-Spo11* mouse using anti-DMC1 chromatin immunoprecipitation (ChIP) followed by high throughput sequencing [19,50]. 

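ChIP against DMC1 recovers the single-stranded DNA (ssDNA) tails that flank meiotic DSBs, together with a background of other fragments. The authors aligned the paired reads to the mm9 genome, identified ssDNA fragments with their own pipeline and pooled the replicates of each genotype. A list of fragments was analysed here for each of 4 genotypes: *Hop2*-/- (2 samples pooled), *Spo11* Gal/Gal (2 samples pooled), *Spo11* Gal/Gal*Hop2*-/- (1 sample) and *Spo11* Gal/- (1 sample). The *Spo11* Gal/- animals carry a single *Gal4BD-Spo11* allele, and the list taken to be theirs is labelled only as heterozygous. Because replicates were pooled, no spread between animals can be given and no test between genotypes was run. The lists held 3386238 fragments for *Hop2*-/-, 17539678 for *Spo11* Gal/Gal, 46330193 for *Spo11* Gal/Gal*Hop2*-/- and 18739528 for *Spo11* Gal/-. These are fragments before the filters given in the methods of the paper: 14.3% of the *Hop2*-/- fragments on chromosomes, 17.8% of the *Spo11* Gal/Gal, 17.5% of the *Spo11* Gal/Gal*Hop2*-/- and 21.1% of the *Spo11* Gal/- fragments had an end with a quality under 30. Here, fragments with both end qualities of at least 30 were kept, with no more than 20 copies of an identical fragment. This left 2865113 fragments for *Hop2*-/-, 14117834 for *Spo11* Gal/Gal, 37392187 for *Spo11* Gal/Gal*Hop2*-/- and 14510073 for *Spo11* Gal/-, and the values use these. Many of them are copies of the same fragment. Distinct fragments made up 83.2% of those with sufficient quality in *Hop2*-/- and 82.8% in *Spo11* Gal/Gal, but 38.0% in *Spo11* Gal/Gal*Hop2*-/- and 50.4% in *Spo11* Gal/-. The pools also differ in background. Sequence within 1000 nt of the hotspot centers called in *Hop2*-/-, which is 0.901% of the genome, held 53.6% of the *Hop2*-/- fragments, 11.1% of the *Spo11* Gal/Gal, 18.0% of the *Spo11* Gal/Gal*Hop2*-/- and 9.50% of the *Spo11* Gal/- fragments. Shares are given with exact (Clopper-Pearson) 95% confidence intervals and ratios with 95% counting intervals. These intervals cover counting error only. Those on fragment counts take every fragment as independent, and PCR copies are not independent molecules, so they are too narrow where copies are counted.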

To increase the sensitivity of the hotspot detection we have also mapped DSBs in the *Gal4BD-Spo11* mice on the *Hop2* knockout background (*Spo*^*Gal/Gal*^*Hop2*^*−/−*^). This allowed identification of 13,445 hotspots. 

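Hotspots were called in windows of 1 kb with a Poisson test against the larger of the genome-wide and the local fragment density (window p of 1e-07). At least 0.65 of the fragments had to lie on the strand that a tail on that side of the center has. The *Spo11* Gal/Gal*Hop2*-/- pool gave 45908 hotspots, *Spo11* Gal/Gal 13602, *Hop2*-/- 11537 and *Spo11* Gal/- 23612. The alternative that moved these counts most was thinning every pool to 2865113 fragments, which left 9271 hotspots in *Spo11* Gal/Gal*Hop2*-/-, 7014 in *Spo11* Gal/Gal and 6385 in *Spo11* Gal/-. With identical fragments counted once, *Spo11* Gal/Gal*Hop2*-/- had 14367 hotspots, *Spo11* Gal/Gal 11708, *Hop2*-/- 11785 and *Spo11* Gal/- 8501. Random sequence of 20 Mb, with fragments placed at the density of each pool and copied as often as fragments on chromosome 19 are, gave 308 false hotspots for *Spo11* Gal/Gal*Hop2*-/-, 85 for *Spo11* Gal/-, 39 for *Hop2*-/- and 2 for *Spo11* Gal/Gal, and 0 for each pool once copies were counted once. The pools were called over all chromosomes, of which chromosome 1 alone has 191477429 bases. At these rates, false calls on copies could be a large part of the *Spo11* Gal/Gal*Hop2*-/- and *Spo11* Gal/- calls. In *Hop2*-/- the number of calls did not fall on distinct fragments. The simulation spread all fragments of a pool evenly, those in hotspots included. The strongest *Spo11* Gal/Gal*Hop2*-/- hotspot lies in an intron of *St8sia1* on chromosome 6, from 142809540 to 142811539, with 7622 fragments. The strongest *Hop2*-/- hotspot, from 92142735 to 92144734 on chromosome 10 between genes, has 3664. In both *Spo11* Gal/Gal and *Spo11* Gal/- the strongest call covers an exon of *Gm10800* on chromosome 2, from 98506406 to 98508405, with 3082 and 3072 fragments. The local background there is 824 fragments in *Spo11* Gal/Gal and 719 in *Spo11* Gal/-, so this call lies in a stretch of raised background.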

98% of the hotspots detected in *Spo11*^*Gal/Gal*^ were also present in *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^ mice, reaffirming that the *Hop2* mutation does not affect the distribution of meiotic DSBs genome-wide [23]. 

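Of the 13602 *Spo11* Gal/Gal hotspots, 11858 had a *Spo11* Gal/Gal*Hop2*-/- hotspot with its center less than 400 nt away, which is 87.2% (86.6 to 87.7). The window threshold moved this share most, to 96.4% at a window p of 1e-10. From the overlap, the paper concludes that loss of *Hop2* leaves the genome-wide distribution of DSBs as it is.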

We have compared the distribution of *Gal4BD-Spo11* hotspots to hotspots in wild type mice [19] and to those in *Hop2* knockout mice. 

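Among the 10000 *Spo11* Gal/Gal*Hop2*-/- hotspots with the most fragments, 9223 were also called in *Hop2*-/- (92.2%, 91.7 to 92.7). Over all *Spo11* Gal/Gal*Hop2*-/- calls the share was 24.0%, and it was 75.5% (10851 of 14367) when identical fragments were counted once. In the other direction, 95.5% of the *Hop2*-/- hotspots were called in *Spo11* Gal/Gal*Hop2*-/-. Across the 11537 *Hop2*-/- hotspots, the Spearman correlation between fragments within 1000 nt of the center was 0.867 for *Hop2*-/- and *Spo11* Gal/Gal*Hop2*-/- (0.862 to 0.871) and 0.838 for *Hop2*-/- and *Spo11* Gal/Gal. Between *Spo11* Gal/Gal and *Spo11* Gal/Gal*Hop2*-/- it was 0.960. The choice of hotspots moved the first of these most, to 0.688 over the hotspots of all 4 pools. These correlations are across hotspots, which are not independent replicates. Hotspots in wild type mice were not analysed here.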

We found that 97.7% of the top 10,000 *Gal4BD-Spo11* hotspots correspond to wild type hotspots. When all 13,445 *Gal4BD-Spo11* hotspots are considered the overlap between *Gal4BD-Spo11* and wild type hotspots is 94.7%. Therefore, the overall distribution of recombination hotspots in *Gal4BD-Spo11* mice is not affected. The relative strength of the hotspots shared between wild type and *Gal4BD-Spo11* mice is also highly correlated (Additional file 2: Figure S2).

There are 81,710 Gal4 consensus CGGN_11_CCG sequences present in the mouse genome. 

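CGGN_11_CCG is its own reverse complement, so each match is read on both strands. The assembled chromosomes of mm9 hold 41770 positions that match it. Counted on both strands, without overlapping matches, there are 81712, a way of counting chosen after the values were seen.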

Approximately 2% of DSB hotspots overlapped these sites in either wild type or *Hop2*^*−/−*^ mice (Table 1). However, when the *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^ mice were examined, the number of consensus-bearing hotspots increased to ~4%. These extra hotspots are weak, and although some of them are also apparent in the *Spo11*^*Gal/Gal*^ mice upon visual examination, they were beyond the detection threshold in this sample (Table 1). 

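A Gal4 consensus lay within 1000 nt of the center of 363 of the *Hop2*-/- hotspots, or 3.15% (2.84 to 3.48). The same hotspots shifted by 20 kb in either direction carried one in 2.99% of cases, a difference smaller than the counting error.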

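A total of 2302 *Spo11* Gal/Gal*Hop2*-/- hotspots carried a Gal4 consensus (5.01%, 4.82 to 5.22), against 2.39% (2.29 to 2.49) for the same hotspots shifted by 20 kb. Thinning the pool to as many fragments as the *Hop2*-/- pool has moved this share most, to 2.57% (2.25 to 2.91), not above the 2.93% of the same hotspots after the shift. That leaves fewer in-hotspot fragments than *Hop2*-/- has, since a smaller share of the *Spo11* Gal/Gal*Hop2*-/- fragments lies in hotspots. Thinned instead to the in-hotspot fragments over background of *Hop2*-/-, a setting chosen after the values were seen, the share was 4.07% (3.75 to 4.41), against 2.84% after the shift, and with distinct fragments in both pools 3.18% (2.88 to 3.50), against 2.89%. With hotspots called on distinct fragments, 600 carried a consensus (4.18%, 3.85 to 4.52), against 2.83% after the shift.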

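In *Spo11* Gal/Gal, 326 hotspots (2.40%, 2.15 to 2.67) carried a Gal4 consensus, and the shifted positions 2.60%, so their share was not above that of the shifted positions. Among start sites away from *Hop2*-/- hotspots, 0.743% (0.575 to 0.945) of those with a consensus had a *Spo11* Gal/Gal hotspot within 1000 nt, against 0.0988% of those of the same GC content without one. The *Spo11* Gal/Gal*Hop2*-/- hotspots with a consensus and no *Hop2*-/- hotspot within 400 nt were weak, with a median of 65 fragments within 1000 nt of the center over a local background of 24.3. Those also called in *Hop2*-/- had a median of 255.5 over a background of 25.7. On distinct fragments the medians were 41 and 106. Weakness was not particular to the consensus, since *Spo11* Gal/Gal*Hop2*-/- hotspots without one and absent from *Hop2*-/- had a median of 56 fragments, or 43 distinct fragments. The 3 with the most fragments were examined singly. On chromosome 9, from 107597892 to 107599891 in an intron of *Sema3f*, 835 fragments lay over a local background of 690, and the site CGGGAAGGATTTTCCCG spans 107599340 to 107599356. In *Hop2*-/- this region held 141 fragments over a background of 249. On chromosome 11, from 64808633 to 64810632 in an intron of *Elac2*, 398 fragments lay over 26.3, and the site CGGCCCATGTGCACCCG spans 64810502 to 64810518. This region held 147 *Hop2*-/- fragments over a background of 3, so it is not free of *Hop2*-/- signal. On chromosome 2, from 30563479 to 30565478 between genes, 367 fragments lay over 91, and the site CGGCGCCAGCGGCCCCG spans 30563712 to 30563728. Here *Hop2*-/- had 28 fragments over a background of 10.3, also above background. None of the 3 sites lay within 400 nt of the hotspot center.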

Out of 546 *Gal4BD-Spo11* hotspots with a Gal4 consensus site 292 were also present in wild type mice (Figure 8). A prominent peak in the distribution of wild type hotspot motif [19] was found at the center of these hotspots, whereas the distribution of the Gal4 consensus appeared random. The remaining 254 *Gal4BD-Spo11* hotspots with a Gal4 consensus were *Gal4BD-Spo11*-specific. 

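The *Spo11* Gal/Gal*Hop2*-/- hotspots that carry a Gal4 consensus were divided here by their presence in *Hop2*-/-, since wild type hotspots were not analysed here. In the 2006 hotspots absent from *Hop2*-/-, 1466 of 3933 consensus sites within 1000 nt of the center fell in its central 400 nt (37.3%, 35.8 to 38.8), where an even distribution puts 20%. In the 296 hotspots present in *Hop2*-/-, 120 of 395 sites did (30.4%, 25.9 to 35.2). An even distribution takes no account of base composition around the center, and no control sequence of the same composition was counted there. The excess over 20% alone therefore does not show an effect of the Gal4 domain. The intervals also take sites as independent, though a hotspot can hold several. The width of the central bin moves the share by its construction, and otherwise the largest move came from calling hotspots on distinct fragments, an alternative chosen after the data were seen. It gave 376 of 792 sites (47.5%, 43.9 to 51.0) in 332 hotspots absent from *Hop2*-/- and 96 of 337 (28.5%, 23.7 to 33.6) in 268 present.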

We found that the Gal4 recognition sequence rather than the hotspot consensus motif is enriched at the centers of these hotspots. Furthermore, only 3% of these *Gal4BD-Spo11*-specific hotspots overlapped PRDM9-dependent histone H3 lysine 4 trimethylation marks (H3K4me3). In aggregate, these data indicate that a small fraction of DSBs in the *Gal4BD-Spo11* mice are likely targeted through a PRDM9-independent mechanism by tethering of the GAL4BD-SPO11 protein to Gal4 binding sites. In addition to the H3K4me3 introduced by the PRDM9 protein, gene promoters and enhancers are also decorated with H3K4me3 [51-53]. 

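Sites near transcription start sites were compared with sequences in which the spacer of 11 nt between CGG and CCG was replaced by a spacer of 10 or 12 nt, which keep the base composition of the Gal4 consensus. Sites with a *Hop2*-/- hotspot within 3000 nt or another of these spacers within 1000 nt were left out. So were sites whose sequence occurs more than once on the chromosomes. Intervals are from 500 bootstrap draws over sites. Distinct *Spo11* Gal/Gal*Hop2*-/- fragments around the 2476 sites with the spacer of 11 nt (within 500 nt) were 1.09 times (1.04 to 1.15) those expected from the flanks, 2000 to 5000 nt away, against 0.972 (0.905 to 1.04) at 2024 sites with a spacer of 10 nt and 0.986 (0.928 to 1.04) at 2445 with a spacer of 12 nt. In *Spo11* Gal/Gal these values were 0.886 (0.836 to 0.949), 0.769 (0.729 to 0.807) and 0.792 (0.755 to 0.830). In *Hop2*-/- they were 0.947 (0.787 to 1.12), 0.686 (0.558 to 0.848) and 1.04 (0.851 to 1.25), and the spacer of 11 nt overlapped both. With up to 20 copies of a fragment counted, the *Spo11* Gal/Gal*Hop2*-/- intervals of the spacers overlapped, at 1.06 (0.989 to 1.14) for the spacer of 11 nt. In *Spo11* Gal/Gal the spacer of 11 nt then gave 0.885 (0.806 to 1.01). That interval overlapped the 0.767 (0.733 to 0.809) of the spacer of 12 nt, but not the 0.751 (0.710 to 0.796) of 10 nt. The rule for choosing these sites was the third one tried, after the data were seen. The first rule left out control sites within 3000 nt of a spacer of 11 nt and kept sequences that occur more than once. With sites at any distance from start sites, the spacer of 11 nt stood higher under this rule than both others in *Hop2*-/- (0.699 against 0.618 and 0.628) and in *Spo11* Gal/Gal*Hop2*-/- (0.961 against 0.879 and 0.830). Near start sites, this rule gave 1.22 (1.20 to 1.25) against 1.03 and 1.04 in *Spo11* Gal/Gal*Hop2*-/-, while in *Hop2*-/- the spacer of 11 nt (0.933) lay between the others (0.850 and 1.01), and in *Spo11* Gal/Gal it did not rise (0.757, 0.743 to 0.774, within the 0.726 to 0.775 of the spacer of 10 nt). The rule tried after it left out sequences that occur more than once and all sites within 3000 nt of another spacer, from a wider range of spacers. With sites at any distance from start sites, no pool rose under it, with 0.859 against 0.882 and 0.859 in *Spo11* Gal/Gal*Hop2*-/-. Near start sites it gave 1.005 (0.893 to 1.11) against 0.91 (0.815 to 1.02) for the spacer of 10 nt in that pool. The values were 0.903 against 0.867 in *Spo11* Gal/Gal and 0.775 against 0.78 in *Hop2*-/-. In each pool these intervals overlapped, so the rule does not separate these spacers near start sites. From the position and the low PRDM9-dependent H3K4me3 of the hotspots with a Gal4 consensus, the paper proposes that a small fraction of DSBs is targeted by GAL4BD-SPO11 bound at Gal4 sites.

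**Figure D1:**
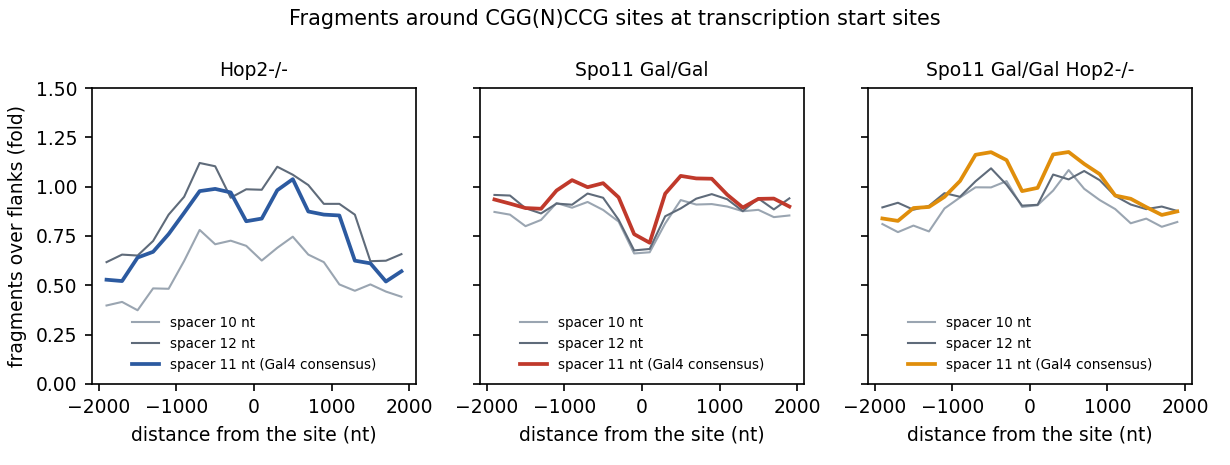
Fragments around sites near transcription start sites in *Hop2*-/-, *Spo11* Gal/Gal and *Spo11* Gal/Gal*Hop2*-/-, as the ratio of distinct fragments to those in the flanks (vertical axis) by distance from the site in nt (horizontal axis), averaged over 200 nt. The lines stand for spacers of 10, 11 and 12 nt, and in *Spo11* Gal/Gal*Hop2*-/- the spacer of 11 nt, with 1.09 times the fragments of the flanks within 500 nt of the site, lies above the others over that distance.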

We have previously found that such sites represent preferred DSB formation loci in mice lacking *Prdm9*[19]. 

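Transcription start sites were taken from the GENCODE annotation of mm9. A start site lay within 1000 nt of the center in 1498 of the *Spo11* Gal/Gal*Hop2*-/- hotspots with a Gal4 consensus and no *Hop2*-/- hotspot (74.7%, 72.7 to 76.6). The share was 110 of 296 (37.2%) for those with a consensus that were also called in *Hop2*-/-. It was 1508 of 32884 (4.59%) for *Spo11* Gal/Gal*Hop2*-/- hotspots with neither a consensus nor a *Hop2*-/- hotspot. Where the consensus lay within 200 nt of the center, 866 of 1022 hotspots absent from *Hop2*-/- had a start site (84.7%). On distinct fragments the shares were 76.2%, 32.5% and 4.46%, in the same order as the first 3. The definition of specific differs from the paper's, which compares with wild type mice.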

We now show that 84% of Gal4BD-Spo11-specific hotspots overlap transcription start sites. Importantly, the vast majority (96%) of *Gal4BD-Spo11*-specific hotspots overlap H3K4me3, indicating that H3K4me3 marks or/and events preceding H3K4 trimethylation are still essential when DSB targeting is GAL4-mediated.

**Table 1:** Gal4BD-SPO11 directs a population of hotspots to the sites with Gal4 consensus motif

**Sample**	**Sequenced ssDNA tags, ×10**^**6**^	**Identified hotspots**	**Hotspots with Gal4 consensus**		**Hotspots present in the wild type mice**	
Wild type	49.4	18,313	416	(2.3%)	18,313	(100%)
*Hop2*^*−/−*^	3.4	8,221	204	(2.5%)	8,036	(97.7%)
*Spo11*^*Gal/Gal*^	17.5	10,313	224	(2.2%)	10,086	(97.8%)
*Spo11*^*Gal/Gal*^*Hop2*^*−/−*^	46.3	13,445	546	(4.1%)	12,730	(94.7%)

The genotype of mouse strains is listed in the left column. Sequenced ssDNA tags indicate the number of ssDNA-derived fragments (e.g., those derived from ssDNA tails of DSBs) that have been sequenced for this analysis. The number of hotspots identified in each mouse strain is also indicated (column 3) and the overlap of these hotspots with the hotspots found in the wild type mice (“wild type” sample) is specified (column 5). The number of hotspots that contain Gal4 consensus motif (column 4, left) and the percentage of Gal4-containing hotspots in the total number of hotspots identified in the corresponding samples (column 4, right) are shown to demonstrate the increase in the Gal4-containing hotspots in the *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^ mice (see text for more explanation).

**Figure 8:**
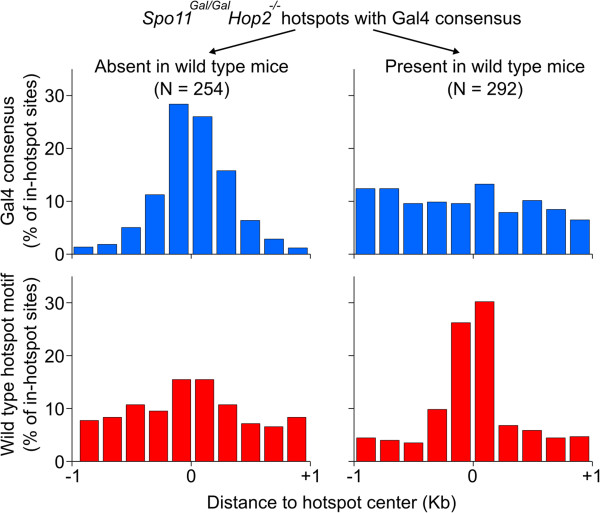
**A subset of *Gal4BD-Spo11 *hotspots is targeted to the Gal4 consensus.***Gal4BD-Spo11* hotspots containing a match to the Gal4 DNA binding consensus were sub-divided into those found in the wild type strain (C57Bl/6) and those absent in the wild type. The coverage of the Gal4 consensus and of the previously identified C57Bl/6 hotspot consensus motif were calculated around the hotspot centers.

### *Gal4BD-Spo11* mice lack a DSB hotspot cluster in the PAR

We have previously demonstrated that the PAR carries a large cluster of overlapping DSB hotspots [23] that are most likely required to ensure an obligate DSB (and CO) in the PAR. Although individual hotspots cannot be resolved within the hotspot cluster it is clear that a large fraction, if not all, PAR hotspots are fundamentally different from those in the rest of the genome, because their formation does not depend on PRDM9 [19]. The formation of DSBs in the PAR has been reported to occur in two rounds: one (early) set is introduced at the same time as the majority of the autosomal breaks and the second one is introduced at a relatively late stage, presumably, by the alpha isoform of the SPO11 protein [12]. We found that *Gal4BD-Spo11* mice are severely deficient in DSB formation in the PAR (Figure 9). 

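The cluster was taken from the first to the last bin of 1 kb in the last 300 kb of chromosome X with at least 10 times the genome-wide *Hop2*-/- density. It ran over 74 kb from 166364001 to 166438000. Of its bins, 30 reached that density, and the bins between them were counted as well. Relative to sequence outside the *Hop2*-/- hotspots, its fragment density was 133-fold in *Hop2*-/-, 2.61-fold in *Spo11* Gal/Gal and 1.30-fold in *Spo11* Gal/Gal*Hop2*-/-. Such sequence holds a smaller part of the fragments in *Hop2*-/- than in the other pools, which raises the *Hop2*-/- value more. Beside the cluster, 7 hotspots were called in *Hop2*-/- in the preceding 1 Mb. The one nearest the cluster, in an exon of *Mid1* from 166316707 to 166318706, had 82 fragments in *Hop2*-/- and 56 in *Spo11* Gal/Gal*Hop2*-/-. Per 1000000 in-hotspot fragments that is 53.4 and 8.33. The strongest, in an intron of *Gm15245* from 165901455 to 165903454, had 201 fragments in *Hop2*-/-, 72 in *Spo11* Gal/Gal and 336 in *Spo11* Gal/Gal*Hop2*-/-, or 131, 46.1 and 50.0 on the same scale. The others, in introns of *Arhgap6*, *Gm15245* and *Mid1* or between genes, had 14 to 55 fragments in *Hop2*-/-. On this scale all 7 had fewer fragments in *Spo11* Gal/Gal*Hop2*-/- than in *Hop2*-/-.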

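As a share of the fragments in *Hop2*-/- hotspots and the cluster, the PAR cluster held 0.334% in *Hop2*-/- (5155 of 1541157, 0.325 to 0.344). The *Spo11* Gal/Gal*Hop2*-/- pool held 0.0173% (1163 of 6723963, 0.0163 to 0.0183), and in *Spo11* Gal/Gal 0.0610% (955 fragments, 0.0572 to 0.0650). The *Hop2*-/- share was 19.3 times (18.1 to 20.6) that of *Spo11* Gal/Gal*Hop2*-/- and 5.48 times (5.11 to 5.87) that of *Spo11* Gal/Gal. These shares still include background, which is a larger part of the *Gal4BD-Spo11* pools. The denominator moved the first ratio most, to 57.8 when all fragments on the chromosomes were counted, and subtracting the local background gave 39.9.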

The contribution of the DSBs in the PAR hotspot cluster to the total number of DSBs introduced genome-wide in *Hop2*^*−/−*^ mice is estimated as 0.33%, but drops over 30-fold (to 0.01%) in the *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^ (data not shown). Although this defect may be explained to some extent by the extremely low expression of the SPO11 alpha isoform in the mutant, the complete lack of SPO11 alpha has been reported to result in only a 3-fold reduction of the DSBs in the PAR [12]. Reduced expression of the beta isoform in the *Gal4BD-Spo11* mice could be another reason for the DSB reduction. However, the overall number of DSBs in the *GAL4BD-Spo11* mice (presumably, introduced by the beta isoform) is reduced only 2.2-fold. It is therefore likely that, in addition to reduced protein level, a specific defect of the GAL4BD-SPO11 protein contributes to the drastic reduction of the DSBs in the PAR.

**Figure 9:**
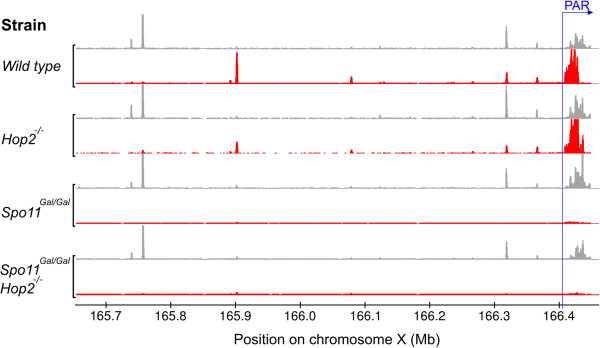
***Gal4BD-Spo11 *mice lack DSB hotspot cluster in the PAR.** Red tracks represent the DSB coverage (ssDNA fragments). Grey tracks represent the H3K4me3 coverage (tags).

### *Gal4BD-Spo11* mice exhibit a deficiency of DSBs at chromosomal ends

The PAR is located at the end of the X and Y chromosomes. We therefore examined whether DSB formation in *Gal4BD-Spo11* mice is also affected at the ends of autosomes. Indeed, we found that the strength of DSB hotspots near chromosome ends is significantly reduced in *Spo11*^*Gal/Gal*^ and *Spo11*^*Gal/Gal*^*Hop2*^*−/−*^mice (Figure 10), and as a consequence, many subtelomeric hotspots that are present in wild-type mice are not detected. This phenomenon was not observed in *Hop2* knockout mice indicating that the effect is not related to the meiotic arrest in *Gal4BD-Spo11* spermatocytes.

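The measure was the share of in-hotspot fragments of autosomes, over the hotspots called in *Hop2*-/-, that lies in the last 5 Mb before the non-centromeric end. It was 2.06% in *Spo11* Gal/Gal*Hop2*-/- and 1.60% in *Spo11* Gal/Gal, which is 0.554 (0.548 to 0.559) and 0.430 (0.424 to 0.436) of the share in *Hop2*-/-. Over the last 1 Mb the ratios were 0.245 and 0.166, and with all fragments of the last 5 Mb counted, in hotspots or not, they were 0.858 and 0.849, the largest moves down and up. In each of the 2 pools, 18 of 19 autosomes had a ratio below 1. Chromosome 5 was the exception, with 1.31 in *Spo11* Gal/Gal*Hop2*-/- and 1.05 in *Spo11* Gal/Gal, the latter 0.966 after subtraction of the local background. The lowest ratios were 0.318 in *Spo11* Gal/Gal*Hop2*-/-, on chromosome 13, and 0.271 in *Spo11* Gal/Gal, on chromosome 2. Of the 537 *Hop2*-/- hotspots in the last 5 Mb, 430 were called in *Spo11* Gal/Gal*Hop2*-/- (80.1%) and 239 in *Spo11* Gal/Gal (44.5%). Of 9433 *Hop2*-/- hotspots over 10 Mb from both ends, 9147 (97.0%) and 8490 (90.0%) were.

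**Figure D2:**
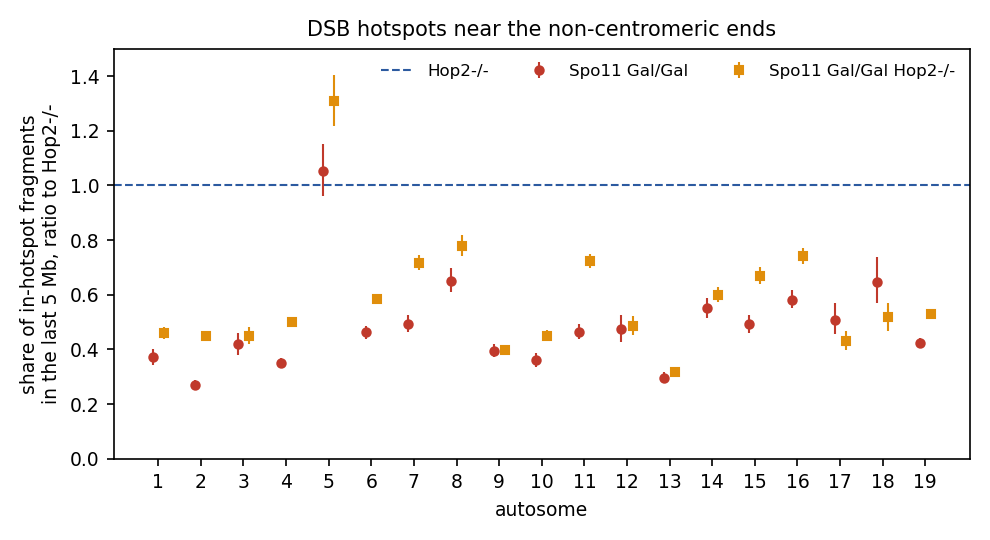
Ratio of the in-hotspot share of the last 5 Mb in *Spo11* Gal/Gal (circles) and *Spo11* Gal/Gal*Hop2*-/- (squares) to that in *Hop2*-/- (vertical axis) for each of the 19 autosomes (horizontal axis). Bars are 95% counting intervals, the dashed line marks equality with *Hop2*-/-, and chromosome 5, at 1.31 in *Spo11* Gal/Gal*Hop2*-/-, lies above it.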

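In *Hop2*-/-, the last 5 Mb of the autosomes held 3.71% of the in-hotspot fragments (3.68 to 3.74). Of the fragments in the last 40 Mb, 2.56% lay in the last 1 Mb, 2.28% between 1 and 2 Mb, 1.69% between 2 and 3 Mb and 2.39% between 9 and 10 Mb from the end. The paper reasons that the reduction at the ends, absent from *Hop2* knockout mice, does not come from the meiotic arrest.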

**Figure 10:**
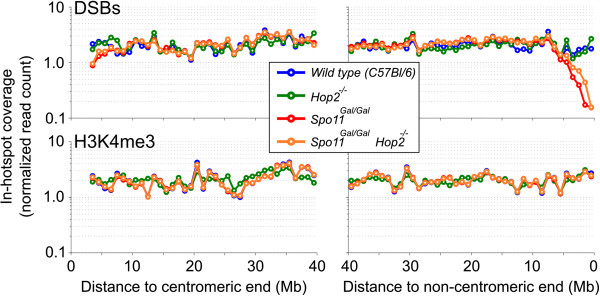
**DSBs are depleted in the autosomal subtelomeric regions of *Gal4BD-Spo11 *mice.** The coverage of DSBs (top panels) and H3K4me3 (bottom panels) in the regions corresponding to the wild type hotspots was calculated in 1 Mb windows across all autosomes. Values were normalized as a percentage of total in-hotspot coverage. DSB depletion is evident at the non-centromeric (right) chromosomal ends in *Gal4BD-Spo11* mice. PRDM9-dependent H3K4me3 coverage in these regions does not change from the chromosomal average. Note that the sequence of the first 3 Mb of centromeric ends (left) of mouse chromosomes is not available.

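In windows of 1 Mb, the last held 0.226% of the in-hotspot fragments of autosomes in *Spo11* Gal/Gal*Hop2*-/- and 0.153% in *Spo11* Gal/Gal, against 0.921% in *Hop2*-/-. Between 4 and 5 Mb from the end the shares were 0.678%, 0.563% and 0.776%. Between 9 and 10 Mb they were 1.10%, 1.00% and 0.860%, so that both *Gal4BD-Spo11* pools lay above *Hop2*-/-.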

We propose that specific suppression of homologous recombination at subtelomeres of the *Gal4BD-Spo11* mice indicates the potential difference in the DSBs formed in these areas compared to DSBs in the rest of the genome. For example, it is conceivable that DSB formation close to chromosome ends is influenced by telomere attachment to the nuclear periphery [54] or by a specific chromosome organization and chromatin structure in the telomere-adjacent regions. Specific interactions may occur in these areas between the DSB machinery and proteins enriched at telomeres and/or subtelomeres. In fact, one such protein has recently been implicated in the regulation of transcription [55]. Incidentally, SPO11 itself was reported to bind to the telomeres of mouse embryonic stem cells [56]. It is therefore possible that the GAL4BD-SPO11 protein alone or as a component of the DSB formation complex is deficient in overcoming the inhibitory effects of the specific chromatin environment of subtelomeric regions. Such a deficiency can result from (i) the inability of GAL4BD-SPO11 to interact with a particular protein or protein complex, (ii) attenuated GAL4BD-SPO11 DNA binding in the context of such a chromatin environment or even (iii) a defect in GAL4BD-SPO11 removal from DNA in these regions that would prevent processing of meiotic DSB ends and loading RAD51 and DMC1. It is important to note that PRDM9-dependent H3K4me3 is introduced normally in hotspot-depleted regions of *Gal4BD-Spo11* subtelomeres (Figure 10), therefore PRDM9 accessibility to these areas is not an issue.

## Conclusions

Although the pivotal role of PRDM9 in defining the positions of individual recombination hotspots is established, a large number of potential PRDM9 binding sites in the genome are not being utilized. It is not clear what makes such sites refractory to the DSB machinery, but higher order chromatin structure and chromosome organization within the nucleus are likely to play a role. These features might provide slowly evolving physical constraints, which, according to a two-stage model of recombination initiation [57], ensure relatively similar recombination frequencies over large chromosomal domains between individuals in spite of *Prdm9*-dependent variability at individual hotspots within such domains. The *Gal4BD-Spo11* mutant shows a domain-specific defect in initiation of homologous recombination without visible changes in the rest of the genome. This model will be instrumental in dissecting specific interactions occurring between subtelomeric chromatin and the DSB machinery and in providing molecular insights into the megabase-scale control of initiation of homologous recombination.

## Methods

### Mouse strains

All animal procedures have been approved by the USUHS Animal Care and Use Committee or were performed according to NIH Guide for the Care and Use of Laboratory Animals.

*Gal4BD-Spo11* mice were generated on a C57Bl/6 background. The targeting construct was based on the pLoxpNEO vector [58] (a gift from Dr. Chu-Xia Deng, NIH). The *Spo11* gene was obtained from the BAC clone RP23-52C7 (CHORI). A 4.3 Kb HincII/SmaI fragment of the 5′ region of the mouse *Spo11* gene including the first exon was subcloned, and the DNA corresponding to the Gal DNA binding domain (from pGBKT7 plasmid, Clontech) was inserted upstream of the start codon of the *Spo11* gene. The resulting fragment was then cloned into the pLoxpNEO vector upstream of the *NEO* gene cassette (Additional file 1: Figure S1A). A 3.8 Kb XmaI/XmaI fragment containing exon II of the *Spo11* gene was cloned between the *NEO* and *TK* genes. Gene targeting and blastocyst injections were performed by Xenogen Biosciences Corporation (Caliper Life Sciences). Confirmation of targeting was done by Southern blot analysis (Additional file 1: Figure S1B and S1C). To excise the NEO targeting cassette *Gal4BD-Spo11* heterozygous mice were crossed with a CRE-expressing mice (Jackson Laboratories stock # 003724) and the excision was confirmed by PCR. Expression of the correctly spliced Gal4BD-Spo11α and Gal4BD-Spo11β isoforms have been confirmed by RT PCR followed by sequencing. *Gal4BD-Spo11* mice were genotyped by PCR using the following primers: Gal/dir: CTCAGAGCGGCTCCGCATCC; Gal/rev: GGCGCCACGAGGAACCTTCC. *Spo11*^*−/−*^ mice (strain *deltaSpo.BC/B6*) have been produced by the targeted deletion of exons 2–6 of the *Spo11* gene resulting in the absence of the SPO11 protein (Romanienko and Camerini-Otero, unpublished). The phenotype of this knockout strain is identical to the phenotype of the previously described *Spo11*^*−/−*^ strain *Spo11*^*tm1Rdco*^[8]. *Hop2* knockout mice have been previously described [34]. C57Bl/6 was used as a wild type strain and all mutant strains were on a C57Bl/6 background. Adult (2–6 month old) mice were used for the analyses.

### Histology

Testes or ovaries of adult animals were dissected in PBS solution and placed in 10% formalin. Tissue sections and hematoxylin/eosin staining was performed by American Histo Labs Inc.

### Quantitative PCR

Total RNA was extracted using RNeasy plus mini kit (Qiagen) and the cDNA was prepared using the Trancriptor First Strand cDNA Synthesis Kit (Roche). Quantitative PCR was performed using a Maxima SYBR Green/Rox Kit (Fermentas) according to the manufacturer’s instructions for a 7500 Real-Time PCR system. Gene copy number was calculated with ABI SDS Software. PCR amplification of the coding region of β actin gene was used for normalization. The following primer pairs have been used: *Spo11 beta*: CTCTAGTTCTGAGGTTCTTACAGCT, GGACAATACTTTCAGAATCAGAGCG; *Spo11 alpha*: GCGTGGCCTCTAGGTTTGATGATT, TCATCGATGGCGCTGTCCAC; *ActB*: CCAACTGGGACGACATGGAG, CCAACTGGGACGACATGGAG.

### Antibodies

Rabbit anti-DMC1 antibodies to a full-length protein were generated by New England Peptide and affinity purified. Mouse anti-SCP3 antibodies were previously described [34]. Rabbit anti-SCP1 and anti-SCP3 antibodies were a gift from C. Hoog. The following commercial antibodies have been used: Anti-H3K4me3, Milipore (07–473); anti-γH2AX, Trevigen (4411-PC-100); mouse anti-MLH1, BD Biosciences (551092); rabbit anti-RAD51 and goat anti-DMC1, Santa Cruz (H-92 sc-8349 and C-20 sc-8973, respectively). Secondary antibodies were from Jackson IR Laboratories.

### Meiotic chromosome spreads

Spermatocytes: Seminiferous tubules were chopped in RPMI 1640 high-glucose media (GIBCO-BRL). The cells were released from the tubules by pipetting and filtered through a 40 μm cell strainer (Falcon). The cells were pelleted and washed with RPMI. The resulting pellet was resuspended in 0.5% NaCl, added to the glass slides, and allowed to adhere for 10–15 min. The slides were fixed in 2% paraformaldehyde with 0.03% SDS for 3 min, 2% paraformaldehyde for 3 min, washed 3 times in 0.4% Photo-Flo 200 (Kodak) for 1 min, and air dried.

Oocytes: Ovaries were dissected in PBS at E15.5 for DMC1 staining and at E18.5 for MLH1 staining. Ovaries were placed in 20 μl of 100 mM sucrose, disrupted with tweezers and pipetted up and down until cell suspension was formed. The cells were added to 100 μl of 1% paraformaldehyde, 0.1% Triton X-100 solution that was spread over the slide. Slides were kept 2-4 h in humidified chamber at room temperature, then air dried. After four 1 min washes in 0.4% Kodak Photo Flo the slides were air dried again.

### Immunofluorescence

The slides were incubated with blocking solution (1% donkey serum, 0.3% BSA, 0.005% Triton X-100 in PBS) for 20 minutes at 37°C in a humidity chamber. Primary antibodies were diluted in blocking buffer and incubated under the same conditions for 1–2 hr. After two 5 min washes in 0.4% Photo-Flo/PBS solution, slides were blocked for an additional 5 min and incubated with secondary antibodies for 20 min at room temperature. The slides were washed twice with 0.4% Photo-Flo in PBS, rinsed twice with 0.4% Photo-Flo, and allowed to air dry.

### Chromatin immunoprecipitation and high throughput sequencing

Chromatin immunoprecipitation was done as previously described [19,23] with small modifications. Testes were fixed for 10 min in 1% formaldehyde. After quenching the tissue was homogenised, filtered through 40 μm cell strainer, and washed in the following buffers: 1) PBS (twice); 2) 0.25% Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH8; 3) 0.2 M NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris pH8. Cells were lysed in 1.5 ml of the lysis buffer (1% SDS, 10 mM EDTA, 50 mM TrisCl pH8 with complete protein inhibitor cocktail (Roche) and the chromatin was sheared to ~1000 bp by sonication. The sample was dialyzed against ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM TrisHCl, 167 mM NaCl). Chromatin was incubated with appropriate antibodies overnight at 4**°**C followed by 2 h incubation with Protein G beads. Beads were washed in the following buffers: 1) 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM TrisHCl, 150 mM NaCl; 2) 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM TrisCl pH8, 500 mM NaCl; 3) 0.25 M LiCl, 1% Igepal, 1 mM EDTA, 10 mM TrisCl, pH8, 1% Deoxycholic acid; 4) TE (twice). The chromatin was eluted by 1% SDS, 0.1 M NaHCO3 pH9 at 65°C and crosslinking was reversed at 65**°**C overnight. DNA was deproteinized for 2 h at 45**°**C and DNA was purified with a MinElute Reaction Clean up kit (QIAGEN).

Sequencing library construction was done according to the SSDS protocol that was previously described [19,50]. Sequencing was performed on an Illumina HiSeq 2000 using the standard paired-end cluster generation kit and sequencing reagents.

### Samples (Table 2)

**Table 2:** The list of samples used in this study

***Mouse strain***	***Replicate***	***Antibody***	***Method***	***Accession #***
*Spo11*^*Gal/Gal*^	1	Dmc1	SSDS	GSM1179920
*Spo11*^*Gal/Gal*^	2	Dmc1	SSDS	GSM1179921
*Spo11*^*Gal/-*^	1	Dmc1	SSDS	GSM1179919
*Spo11*^*Gal/Gal*^*Hop2*^*−/−*^	1	Dmc1	SSDS	GSM1179922
*Hop2*^*−/−*^	1	Dmc1	SSDS	GSM1179917
*Hop2*^*−/−*^	2	Dmc1	SSDS	GSM1179918
*Wild type (C57Bl/6)*	*	Dmc1	SSDS	GSM869781*, GSM869782*
*Spo11*^*Gal/Gal*^	1	H3K4me3	ChIP-Seq	GSM1179925
*Spo11*^*Gal/Gal*^*Hop2*^*−/−*^	1	H3K4me3	ChIP-Seq	GSM1179926
*Hop2*^*−/−*^	1	H3K4me3	ChIP-Seq	GSM1179924

* Published data [19].

### Hotspot identification and peak calling

We have previously shown that specific usage of ssDNA increases DSB detection sensitivity [50]. For all SSDS samples, the computational pipeline described in the aforementioned work was used to align paired-end reads to the mouse reference genome (mm9) and to identify ssDNAs. We subsequently discarded ssDNA fragments where either the first or second end read had a quality score < 30. We also retained only a maximum of 20 duplicate ssDNA fragments at any locus. Data for replicates were pooled and DSB hotspots were identified using the peak calling method described in [19]. H3K4me3 reads were aligned to the mouse mm9 genome using CASAVA 1.8. H3K4me3 peaks were called using MACS 1.3.7 and the parameters described in [19].

The effect of using different overlap windows between hotspots has been described in [19]. Overlaps between hotspots were limited to the central 400 nt. Overlaps between hotspots and H3K4me3 were limited to the central 1 Kb. Overlaps between hotspots and Gal4 binding consensus were limited to the central 2 Kb.

### Motif search

GAL4 binding sites were identified using an exhaustive genomic search for the consensus CGGN_11_CCG. No mismatches were permitted. Sites matching the putative C57Bl/6 PRDM9 binding site were identified with MAST, using standard parameters.

## Availability of supporting data

All sequencing data for this study are publicly available and have been deposited in National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE48493.

## Abbreviations

DSB: Double stranded DNA breaks; CO: Crossing overs; PAR: Pseudoautosomal region.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

FS and YP carried out most of the experiments, KB performed the computational analysis, US made the targeting vector. All authors participated in the design of the study and editing of the manuscript. RDCO and GVP supervised the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 The generation of the *Gal4BD-Spo11* knock-in mouse. A. Schematic of the targeting vector. Nucleotide coordinates correspond to nucleotide #1 being located at the position -7,000 upstream of the first exon of the *Spo11* gene. B. Schematic of the Southern blot strategy. Genomic DNA was cut with either NdeI+HpaI or ApaLI and hybridized with 5’ or 3’ probes, respectively. C. Southern blots for 5’ (left) and 3’ (right) homology arms. The genotype of mice (lanes 1-3) and ES clones (lanes 4-6) is indicated. Click here for file

Additional file 2: Figure S2 The strength of *Gal4BD-Spo11* hotspots correlates with the strength of hotspots in wild type mice. The number of ssDNA fragments in wild type (C57Bl/6) hotspots was calculated for each dataset. Density scatter plots are shown for all hotspots. Log(strength) is shown on the y-axes. The Spearman Correlation Coefficient is also shown between all samples (inset). Over 94% of *Gal4BD-Spo11 Hop2-/-* hotspots corresponded to with type hotspots. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

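SsDNA fragments bound by DMC1 were sequenced from testes of 4 genotypes: *Hop2*-/-, *Spo11* Gal/Gal, *Spo11* Gal/Gal*Hop2*-/- and *Spo11* Gal/-. The authors aligned the paired-end reads to mm9, identified ssDNA fragments with their own pipeline, whose version the paper does not name, and pooled the replicates of each genotype. The deposited lists have 1 line for each ssDNA fragment, with its chromosome, start, end, strand and a pair of whole numbers from 0 to 60, read here as the mapping qualities of the end reads. The values are counts of such lines and carry no normalization. The methods of the paper state that fragments with an end of low quality were removed and that copies at a locus were limited, but the lists still hold both kinds, so they precede these steps. Fragments on unassembled sequence were left out (1.15% in *Hop2*-/-, 2.05% in *Spo11* Gal/Gal, 2.02% in *Spo11* Gal/Gal*Hop2*-/- and 1.80% in *Spo11* Gal/-). Both steps were then applied: each end had a quality of at least 30, and at most 20 copies of a fragment with the same chromosome, start, end and strand were kept. Before both steps, the fragments on chromosomes had mean lengths of 81.1, 85.8, 86.8 and 93.8 nt in the same order.

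Hotspots were called in windows of 1000 nt moved by 100 nt. The number of fragments was compared by a Poisson test with the larger of the mean of the genome and the local mean, taken from 5 kb on each side without the central 3 kb. Windows with p below 1e-07 were joined, the center was placed at the best split between fragments of the plus strand on the left and of the minus strand on the right, and at least 0.65 of the fragments had to lie on the strand of their side. Centers less than 400 nt apart were merged, and the same distance defined hotspots shared between pools. The strength of a hotspot is the number of fragments within 1000 nt of its center. The caller was tested on simulated data with 50 hotspots of each strength. It made 0 false calls in 20 Mb without copies, and at the depth of *Hop2*-/- recovered 16% of hotspots of 10 times the background and 100% of those of 30 times, while at the other depths it recovered 100% of those of 10 times. At 5 times the background it recovered 100% at the depth of *Spo11* Gal/Gal*Hop2*-/-, 36% at that of *Spo11* Gal/Gal and 48% at that of *Spo11* Gal/-.

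Gal4 consensus sites (CGGN_11_CCG) were searched within 1000 nt of hotspot centers, and the same hotspots shifted by 20 kb in either direction gave the chance level. Transcription start sites (86842 distinct positions of 37273 genes) came from the GENCODE annotation of mm9. The PAR cluster and the last 5 Mb of autosomes were measured as shares of the fragments within 1000 nt of *Hop2*-/- hotspot centers, and pools were compared as ratios of shares to *Hop2*-/-. Intervals on ratios are counting intervals, those of matched comparisons and of fragments over flanks come from 500 bootstrap draws with a random seed of 1, and those of Spearman correlations come from Fisher's transformation. The sites named are the PAR cluster, the *Hop2*-/- hotspots in the 1 Mb before it, the strongest hotspot of each pool, the 3 strongest *Spo11* Gal/Gal*Hop2*-/- hotspots with a Gal4 consensus and no *Hop2*-/- hotspot, and the autosomes with the lowest and the highest ratio in the last 5 Mb. This rule and the alternatives were fixed before the data were examined, apart from the alternatives said to have been added later. The alternatives concerned copies of fragments, the strand and window thresholds, the background, the depth, the distance that counts as shared, the search window of the consensus, the set of hotspots, the denominator and the limits of the PAR cluster, and the size of the end region.

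No test between genotypes was run, since each is a single pool. Wild type hotspots, H3K4me3 and the hotspot motif were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.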

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

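The tests of fragments outside hotspots on chromosomes X and Y, of *Spo11* Gal/- against *Spo11* Gal/Gal with the background subtracted over end regions of other sizes, and the use of distinct fragments for shared hotspots, were chosen only after the results were seen.

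The paper reports no hotspots for *Spo11* Gal/-, and this pool gave a signal above background. Of the 8501 *Spo11* Gal/- hotspots called on distinct fragments, 8018 were also called in *Hop2*-/- (94.3%, 93.8 to 94.8), 95.8% in *Spo11* Gal/Gal and 97.8% in *Spo11* Gal/Gal*Hop2*-/-. With up to 20 copies of a fragment counted, 39.4% of 23612 *Spo11* Gal/- hotspots were also called in *Hop2*-/-, and random sequence with the copies of this pool gave 85 false hotspots in 20 Mb. At that rate over all chromosomes, false calls on copies could be a large part of the 23612. The list is labelled only as heterozygous, while the paper's table of samples names *Spo11* Gal/- as the only sample with a single *Gal4BD-Spo11* allele. No biological explanation was tested for this overlap.

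In *Spo11* Gal/-, for which the paper reports no map of DSB hotspots, the share of in-hotspot fragments in the last 5 Mb of autosomes was 0.441 (0.435 to 0.448) of that in *Hop2*-/-, and it was below 1 on 18 of 19 autosomes. A wild type *Spo11* allele would place this ratio between that of *Spo11* Gal/Gal and 1. With the local background subtracted it was 0.355 (0.349 to 0.362), below the 0.373 (0.367 to 0.379) of *Spo11* Gal/Gal, and on distinct fragments 0.426 against 0.439. Without subtraction it was not below *Spo11* Gal/Gal with up to 20 copies counted, nor over the hotspots of all pools (0.606 against 0.526) or in the last 1 Mb (0.188 against 0.166), where the subtracted values were 0.0860 (0.0805 to 0.0919) and 0.0913 (0.0859 to 0.0970). With the background subtracted on distinct fragments it was 0.335 (0.327 to 0.344) against 0.380 (0.373 to 0.387), which argues against a wild type allele making breaks as in *Hop2*-/-, since these would bring *Spo11* Gal/- nearer to 1 than *Spo11* Gal/Gal. Fragments outside hotspots in these regions had a ratio of 0.889, and interior hotspots with the GC content of the distal ones one of 1.05, so neither a loss of sequence at the ends nor GC content gives a reduction of this size.

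Also in *Spo11* Gal/-, the share of the PAR cluster was 0.0586%, and the share in *Hop2*-/- was 5.71 times (5.30 to 6.15) as large. Without the quality filter the ratio was 5.39, with distinct fragments 4.80 and with the background subtracted 7.34. Fragments outside hotspots stood at 0.998 of *Hop2*-/- on chromosome X and at 0.921 (0.816 to 1.04) on chromosome Y, which speaks against a loss of the sex chromosomes from the library. A lower activity of the Gal4BD-SPO11 protein in the PAR with a single allele may give the reduction, a hypothesis found on the same data, although the share of *Hop2*-/- was also 5.48 times that of *Spo11* Gal/Gal.

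Outside the non-centromeric ends that the paper's text discusses, the first 5 Mb of the autosomes also held fewer in-hotspot fragments. According to the paper, sequence at the very start of mouse chromosomes is not available. The first 5 Mb therefore hold less sequence than the last 5 Mb, and none next to the centromeric end. The ratio to *Hop2*-/- was 0.627 (0.618 to 0.636) in *Spo11* Gal/Gal*Hop2*-/-, 0.605 (0.593 to 0.618) in *Spo11* Gal/Gal and 0.566 (0.554 to 0.578) in *Spo11* Gal/-, over 213 *Hop2*-/- hotspots. In *Spo11* Gal/Gal*Hop2*-/- it was below 1 on 15 of 18 autosomes with a hotspot there, from 0.308 to 1.37. Fragments outside hotspots in the first 5 Mb stood at 0.946 of *Hop2*-/-, which argues against a loss in sequencing or mapping as the whole cause. Interior hotspots with the GC content of these had a ratio of 1.02, and interior hotspots with their *Hop2*-/- strength one of 1.08, which argues against GC content and against a loss of weak hotspots. With distinct fragments the ratio in *Spo11* Gal/Gal*Hop2*-/- was 0.665, so copies do not produce it. A reduction of DSBs toward both ends of the sequenced part of the autosomes in *Gal4BD-Spo11* mice may remain as a hypothesis, found and tested on the same data, and differences between libraries other than those tested stay open.

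The paper gives no share of DSBs for chromosome X as a whole, where the *Spo11* Gal/Gal pool differed from the others. Its share of in-hotspot fragments on chromosome X was 3.24% (3.21 to 3.27), against 2.20% in *Hop2*-/-, 2.22% in *Spo11* Gal/Gal*Hop2*-/- and 2.08% in *Spo11* Gal/-. Fragments outside hotspots on chromosome X rose to 1.09 times (1.08 to 1.10) those of *Hop2*-/-, less than the in-hotspot share did, so more chromosome X in the library is not the whole cause. Of 352 hotspots of chromosome X, 66.5% (61.3 to 71.4) stood above the median ratio of the autosomal hotspots, so a few hotspots do not carry the rise. The share of *Spo11* Gal/Gal was 3.21% with distinct fragments and 3.36% with the background subtracted. The *Spo11* Gal/- pool, which also has intact *Hop2*, did not show the rise. Longer persistence of DSBs on chromosome X in *Spo11* Gal/Gal spermatocytes may contribute and was not tested, and a difference between the pooled animals stays open.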

How the results depend on the processing

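The alternatives without a quality filter, the count of Gal4 consensus matches on both strands, and distinct fragments for shared hotspots, correlations and the Gal4 consensus, and thinning *Spo11* Gal/Gal*Hop2*-/- to the in-hotspot fragments of *Hop2*-/- or to the number of its distinct fragments, were added after the data were seen. No paired analysis was possible because the replicates of each genotype were pooled, and for the same reason no replicate could be left out in turn. Among the main comparisons, 71 values under alternatives set in advance stayed within counting error (for counts, within 1.5 times) and 114 moved, and 9 stayed and 25 moved under the added ones. For the other correlations, 5 values stayed and 19 moved under alternatives set in advance, and 4 moved under an added one. None of these changed sign. Ratios to *Hop2*-/- in the last 5 Mb stayed below 1 under every alternative run, and the PAR share of *Hop2*-/- stayed above that of each other pool. Where a move does not follow from the construction of the alternative, the cause was not tested.

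With identical fragments counted once, *Spo11* Gal/Gal*Hop2*-/- had 14232750 fragments and 14367 hotspots, and *Spo11* Gal/- 7315172 and 8501. Of *Spo11* Gal/Gal hotspots 94.4% were then shared with *Spo11* Gal/Gal*Hop2*-/-, and of the 10000 strongest *Spo11* Gal/Gal*Hop2*-/- hotspots 93.3% with *Hop2*-/-. The Spearman correlation of *Hop2*-/- with *Spo11* Gal/Gal*Hop2*-/- was 0.873, the consensus share was 4.18% in *Spo11* Gal/Gal*Hop2*-/- and 2.06% in *Spo11* Gal/-, and 47.5% of the consensus sites lay in the central 400 nt. The PAR shares were 0.320% in *Hop2*-/-, 0.0660% in *Spo11* Gal/Gal, 0.0222% in *Spo11* Gal/Gal*Hop2*-/- and 0.0667% in *Spo11* Gal/-, with ratios of 4.85, 14.4 and 4.80, and the end ratios were 0.439 in *Spo11* Gal/Gal and 0.426 in *Spo11* Gal/-.

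With every pool thinned to the depth of *Hop2*-/-, *Spo11* Gal/Gal had 7014 hotspots, *Spo11* Gal/Gal*Hop2*-/- 9271 and *Spo11* Gal/- 6385, and the shared shares were 92.1% for *Spo11* Gal/Gal and 91.0% for all *Spo11* Gal/Gal*Hop2*-/- hotspots, as fewer than 10000 were left. The consensus shares were 1.88% in *Spo11* Gal/Gal, 2.57% in *Spo11* Gal/Gal*Hop2*-/- and 2.05% in *Spo11* Gal/-. The share of *Spo11* Gal/Gal*Hop2*-/- was then no longer above the 3.15% of *Hop2*-/-, but thinning to equal depth also left *Spo11* Gal/Gal*Hop2*-/- with fewer in-hotspot fragments than *Hop2*-/-.

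With *Spo11* Gal/Gal*Hop2*-/- thinned to as many in-hotspot fragments as *Hop2*-/- has, it had 14133 hotspots and a consensus share of 4.19%, and 13929 and 4.07% when the background was subtracted from both before matching. With distinct fragments in both pools these were 12121 and 3.06%, and 12447 and 3.18%, not above the 3.29% of *Hop2*-/- on distinct fragments. Thinned with its copies to the number of its distinct fragments, *Spo11* Gal/Gal*Hop2*-/- had 17432 hotspots, and the consensus share was 5.05%. At a window p of 1e-10, *Spo11* Gal/Gal*Hop2*-/- had 25052 hotspots and *Spo11* Gal/- 13273, 96.4% of *Spo11* Gal/Gal hotspots were shared with *Spo11* Gal/Gal*Hop2*-/-, and the consensus shares were 2.69% in *Hop2*-/-, 5.92% in *Spo11* Gal/Gal*Hop2*-/- and 2.68% in *Spo11* Gal/-.

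Centers within 1000 nt gave shared shares of 90.6% for *Spo11* Gal/Gal with *Spo11* Gal/Gal*Hop2*-/- and 93.2% for *Spo11* Gal/Gal*Hop2*-/- with *Hop2*-/-, and centers within 2000 nt gave 91.3% and 93.4%. Over all hotspots 24.0% of *Spo11* Gal/Gal*Hop2*-/- were shared with *Hop2*-/-, and in the other direction 95.5%. The Spearman correlation of *Hop2*-/- with *Spo11* Gal/Gal*Hop2*-/- and with *Spo11* Gal/Gal was 0.757 and 0.701 over the *Spo11* Gal/Gal*Hop2*-/- hotspots, 0.688 and 0.633 over the hotspots of all pools, 0.856 and 0.828 with strength within 500 nt, and 0.887 and 0.868 over 10 Mb from the end.

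A consensus in the central 1 kb was carried by 1.87% of hotspots in *Hop2*-/-, 1.46% in *Spo11* Gal/Gal, 3.88% in *Spo11* Gal/Gal*Hop2*-/- and 1.78% in *Spo11* Gal/-, and in the central 500 nt by 1.14%, 0.963%, 2.74% and 1.13%. These shares fall by construction. Shifted by 20 kb, the share was 2.39% in *Spo11* Gal/Gal*Hop2*-/- and 2.56% in *Spo11* Gal/-. The central 200 nt held 20.6% and the central 1000 nt 73.5% of the sites, again by construction. Matches on both strands numbered 81712.

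As a share of all fragments, the PAR cluster held 0.180% in *Hop2*-/-, 0.00676% in *Spo11* Gal/Gal, 0.00311% in *Spo11* Gal/Gal*Hop2*-/- and 0.00557% in *Spo11* Gal/-, with ratios of 26.6, 57.8 and 32.3, and the end ratios for all fragments were 0.849, 0.858 and 0.925. With the background subtracted, the PAR shares were 0.0492% in *Spo11* Gal/Gal, 0.00832% in *Spo11* Gal/Gal*Hop2*-/- and 0.0452% in *Spo11* Gal/-, the ratios 6.75, 39.9 and 7.34, and the end ratios 0.373, 0.527 and 0.355. Over the hotspots of all pools, the PAR shares were 0.313% in *Hop2*-/-, 0.0408% in *Spo11* Gal/Gal, 0.0124% in *Spo11* Gal/Gal*Hop2*-/- and 0.0348% in *Spo11* Gal/-, the ratios 7.67, 25.2 and 8.99, and the end ratios 0.526, 0.614 and 0.606. Without the quality filter, the PAR shares were 0.437%, 0.0710%, 0.0288% and 0.0811%, the ratios 6.16 in *Spo11* Gal/Gal and 15.2 in *Spo11* Gal/Gal*Hop2*-/-, and the end ratios 0.412, 0.540 and 0.423. The end ratios of *Spo11* Gal/Gal, *Spo11* Gal/Gal*Hop2*-/- and *Spo11* Gal/- were 0.166, 0.245 and 0.188 over the last 1 Mb, 0.226, 0.328 and 0.242 over the last 2 Mb, and 0.729, 0.848 and 0.742 over the last 10 Mb. With each autosome left out in turn, they ranged from 0.420 to 0.445 in *Spo11* Gal/Gal, from 0.542 to 0.572 in *Spo11* Gal/Gal*Hop2*-/- and from 0.429 to 0.453 in *Spo11* Gal/-.

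Thinning has no separate value for *Hop2*-/-, which sets the depth, and the shifts in both directions give a single value. Depth limits what absence from *Hop2*-/- means, since 16% of simulated hotspots of 10 times the background were recovered at its depth, and 36% of those of 5 times at the depth of *Spo11* Gal/Gal.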

Differences from the paper's values

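Alternatives not said to have been added after the values were seen were set before the data were examined. The *Spo11* Gal/Gal*Hop2*-/- pool gave 45908 hotspots, and the paper's value is 13445. Of the alternatives set before the data were examined, distinct fragments (14367) and equal depth (9271) come within 1.5 times the paper's value, while no strand filter (54890), an expected-strand share of 0.75 (33024), a window p of 1e-10 (25052) and a genome-wide background (54393) do not, nor does leaving out the quality filter (41142), which was added after the values were seen. Thinning to the in-hotspot fragments of *Hop2*-/-, chosen after seeing the values, comes within 1.5 times: 14133 as counted, 13929 over background, and 12121 and 12447 on distinct fragments. So does thinning with copies to the number of distinct fragments (17432), also chosen after seeing the values.

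Gal4 consensus sites in the genome numbered 41770, and the paper's value is 81710. No alternative was set in advance for this count, and matches on both strands without overlaps number 81712, a setting chosen after seeing the values.

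In *Hop2*-/-, 363 hotspots carried a Gal4 consensus, and the paper's value is 204. The central 1 kb (216) and a window p of 1e-10 (274) come within 1.5 times of it, and the central 500 nt (131), equal depth (363) and, added after the values were seen, distinct fragments (388) do not. In *Spo11* Gal/Gal*Hop2*-/-, 2302 hotspots carried one, and the paper's value is 546. None of the alternatives set in advance came within 1.5 times of it: the central 1 kb (1780), the central 500 nt (1257), equal depth (238) and a window p of 1e-10 (1484). Distinct fragments (600) do, chosen after seeing the values, as does thinning to the in-hotspot fragments of *Hop2*-/-, also chosen after seeing the values, with 592 as counted, 567 over background, and 371 and 396 on distinct fragments. Thinning with copies to the number of distinct fragments (881), chosen after seeing the values, does not.

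The PAR cluster held 0.0173% of the in-hotspot fragments in *Spo11* Gal/Gal*Hop2*-/-, and the paper's value is 0.01%. Subtracting the background (0.00832%) and the hotspots of all pools (0.0124%) bring it within 1.5 times, and all fragments (0.00311%), distinct fragments (0.0222%) and the limit at the end of chromosome X (0.0182%) do not, nor does leaving out the quality filter (0.0288%), added after the values were seen. The share in *Hop2*-/- was 19.3 times that in *Spo11* Gal/Gal*Hop2*-/-, and the paper's value is over 30-fold. Subtracting the background (39.9) and the hotspots of all pools (25.2) come within 1.5 times of 30, and all fragments (57.8), distinct fragments (14.4), the limit at the end of chromosome X (18.5) and the added setting without the quality filter (15.2) do not.

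The PAR cluster spanned 74 kb, and the paper's value is 40 kb. The 74 kb include bins of lower density, as 30 bins of 1 kb reached 10 times the genome-wide *Hop2*-/- density. The limit at the end of chromosome X, set in advance, gives 286 kb and does not come within 1.5 times of it.

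In the last 1 Mb of autosomes, the in-hotspot share in *Spo11* Gal/Gal*Hop2*-/- was 0.245 of that in *Hop2*-/-, and the paper's value is about 0.06 in Figure 10, read by eye. None of those set in advance comes within 1.5 times of it: the hotspots of all pools (0.337), all fragments (0.610), background subtracted (0.205) and distinct fragments (0.274). The setting without the quality filter, added after the values were seen, gave 0.232.

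The paper describes the positions of the Gal4 consensus in hotspots shared with wild type mice as random in appearance. In *Spo11* Gal/Gal*Hop2*-/- hotspots shared with *Hop2*-/-, 30.4% (25.9 to 35.2) of the sites lay in the central 400 nt, where an even distribution puts 20%, and wild type hotspots were not analysed here. An even distribution takes no account of base composition around the center.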

Other observations

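The tests of the quality filter and of the sex chromosomes for the PAR, of equal in-hotspot fragments, of the spacers, of Gal4 sites near chromosome ends, their strands included, and of copies behind the number of hotspots were chosen only after the results were seen.

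The lower in-hotspot share in the last 5 Mb of autosomes in *Spo11* Gal/Gal*Hop2*-/- was set against technical explanations. Fragments outside hotspots in these regions stood at 0.854 (0.846 to 0.862) of *Hop2*-/-, against the in-hotspot ratio of 0.554, so a loss of sequence at the ends is not the whole cause, though it could account for part of the reduction. Interior hotspots with the GC content of the distal ones had a ratio of 1.04, and those with their *Hop2*-/- strength one of 1.13, and neither fell. With identical fragments counted once the ratio was 0.555. At hotspots called in *Spo11* Gal/Gal*Hop2*-/-, the distal hotspots stood at 0.614 of the interior ones relative to *Hop2*-/-, so the choice of hotspots on *Hop2*-/- does not produce the pattern. Fewer DSBs near the ends with Gal4BD-SPO11 may remain as a hypothesis. Chromosome 5 is an exception to it, with a ratio of 1.31 in *Spo11* Gal/Gal*Hop2*-/-.

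For the PAR, the share of *Hop2*-/- was 15.2 times that of *Spo11* Gal/Gal*Hop2*-/- without the quality filter, so the filter does not produce the difference. Fragments outside hotspots stood at 1.02 of *Hop2*-/- on chromosome X and at 1.03 (0.916 to 1.16) on chromosome Y, so a loss of the sex chromosomes from the library does not produce it.

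The share of *Spo11* Gal/Gal*Hop2*-/- hotspots with a Gal4 consensus was 2.57% (2.25 to 2.91) at as many fragments as *Hop2*-/- has and 2.93% after a shift of the same hotspots, but that setting leaves fewer in-hotspot fragments than *Hop2*-/- has. At the in-hotspot fragments over background of *Hop2*-/- it was 4.07% (3.75 to 4.41), above the 3.15% (2.84 to 3.48) of *Hop2*-/-, whereas with distinct fragments in both pools it was 3.18% (2.88 to 3.50) against 3.29% (2.98 to 3.63). Since these settings differ, a higher depth of *Spo11* Gal/Gal*Hop2*-/- and a higher rate of hotspots at the consensus cannot be told apart. At full depth the shifted hotspots carried a consensus in 2.39% of cases, so chance overlap does not give the share of 5.01%. Away from *Hop2*-/- hotspots, start sites with a consensus carried a *Spo11* Gal/Gal*Hop2*-/- hotspot 3.27 times as often as start sites of the same GC content without one, so promoters and GC content are not the whole cause, although over all start sites the ratio was 1.57 in *Hop2*-/-, which has no Gal4 domain. It was 7.53 in *Spo11* Gal/Gal, where 66 of 8878 start sites with a consensus carried a hotspot. At sites near start sites with the spacer of 11 nt, distinct *Spo11* Gal/Gal*Hop2*-/- fragments were 1.09 times the flanks, just above the intervals of both other spacers, while with up to 20 copies counted the intervals overlapped. In *Spo11* Gal/Gal the value was 0.886 (0.836 to 0.949), above 0.769 (0.729 to 0.807) and 0.792 (0.755 to 0.830) at the spacers of 10 and 12 nt. With up to 20 copies counted it was 0.885 (0.806 to 1.01). That interval overlapped the 0.767 (0.733 to 0.809) of the spacer of 12 nt, but not the 0.751 (0.710 to 0.796) of 10 nt. Of the distinct *Spo11* Gal/Gal*Hop2*-/- fragments at these sites, 61.6% (60.8 to 62.4) lay on the strand that a break at the site gives, against 58.8% (57.9 to 59.7) and 58.2% (57.4 to 59.1), whereas in *Hop2*-/- the spacer of 11 nt was not higher (61.8% against 62.5% and 64.1%). Hotspots on distinct fragments lay within 500 nt of 1.29% (0.886 to 1.82) of the sites with the spacer of 11 nt, 0.296% (0.109 to 0.644) with a spacer of 10 nt and 0.409% (0.196 to 0.751) with a spacer of 12 nt, so base composition is not the whole cause at start sites. With up to 20 copies counted, the intervals of these shares overlapped for the spacers of 11 nt (203 of 2476 sites, 7.15 to 9.35%) and 10 nt (125 of 2024, 5.17 to 7.31%). The rule for choosing sites was the third one tried, and under the rule before it, which leaves 575 sites with the spacer of 11 nt near start sites, the intervals of the spacers overlapped. Sites more than 5 kb from start sites showed no gain in *Spo11* Gal/Gal*Hop2*-/-, with 0.854 against 0.875 and 0.864. Breaks directed by the Gal4 domain may explain the share at full depth, and depth stays open beside them.

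Whether the loss at chromosome ends includes breaks at Gal4 sites cannot be told apart from a general loss. Distinct *Spo11* Gal/Gal*Hop2*-/- fragments at sites near start sites were 0.922 (0.803 to 1.05) of the flanks over 150 sites in the last 5 Mb, against 1.07 (1.02 to 1.14) over 1988 interior sites, and these intervals overlap. The share of these fragments on the strand that a break gives was 54.3% (49.6 to 58.8) in the last 5 Mb and 61.4% (60.4 to 62.6) in the interior, apart from each other, but in *Hop2*-/-, without a Gal4 domain, it stood at 55.2% (44.0 to 65.3) and 61.6% (59.1 to 64.2), so the fall is not shown to be one of breaks at Gal4 sites.

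The number of *Spo11* Gal/Gal*Hop2*-/- hotspots fell from 45908 to 14367 with copies counted once, and random sequence of 20 Mb with the copies of this pool gave 308 false hotspots. At that rate over all chromosomes, false calls on copies could be a large part of the 45908. Calls made on copies alone are not the whole cause. At 30272 hotspots that were not called on distinct fragments and lay away from other hotspots, distinct *Hop2*-/- fragments were 1.91 times (1.87 to 1.95) the flanks. Of these fragments, 65.2% (64.5 to 65.8) lay on the strand that a break gives. After a shift by 20 kb the value was 0.994 (0.904 to 1.10). Hotspots also called in *Hop2*-/- had been left out of the 30272, so *Hop2*-/- calls did help to choose them. The shifted positions were not filtered in this way, and 128 of them were also called in *Hop2*-/-. Over all 31876 hotspots not called on distinct fragments, the value was 2.34 (2.27 to 2.41). How many of these hotspots rest on copies stays open, and the pool thinned with its copies to the number of its distinct fragments gave 17432.

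Gal4-consensus hotspots of *Spo11* Gal/Gal*Hop2*-/- on distinct fragments with no *Hop2*-/- hotspot within 2000 nt (305) held 1522 (1099 to 2204) fragments over background per 1000000 in-hotspot fragments over background in *Hop2*-/- and 3570 (3298 to 3863) in *Spo11* Gal/Gal. At the 3019 such hotspots without a consensus, *Hop2*-/- held 18569 and *Spo11* Gal/Gal 54564, a shortfall of the same kind. Since the hotspots were chosen by their absence from *Hop2*-/-, its lower depth and a real absence cannot be told apart here.

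In *Spo11* Gal/-, 694 of 23612 hotspots carried a Gal4 consensus (2.94%), and across the *Hop2*-/- hotspots the Spearman correlation with the strength in *Spo11* Gal/- was 0.815 for *Hop2*-/-, 0.939 for *Spo11* Gal/Gal and 0.948 for *Spo11* Gal/Gal*Hop2*-/-. Over the hotspots of all pools, these correlations fell to 0.527, 0.511 and 0.354.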
